A study of Mus musculus with 16 samples. Its data were reported in "The PR/SET Domain Zinc Finger Protein Prdm4 Regulates Gene Expression in Embryonic Stem Cells but Plays a Nonessential Role in the Developing Mouse Embryo" (2013).

How the data were processed

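Total RNA of mouse embryonic stem cell clones was measured on Illumina Mouse WG-6 v2 bead arrays, with 6 wild-type, 4 Prdm4 null and 6 Prdm4-EGFP arrays, which the deposited design assigns to clones in the same numbers. The deposited scanner-level table held, per the file headers, a signal intensity on a linear scale and a detection p-value for each of 45281 probes on each of the 16 arrays, neither normalized nor background subtracted by the authors. The detection p-value compares a probe with the negative control beads of its array. A deposited value table held the same intensity after the rank-invariant normalization of the authors. On each array its values were a linear function of the scanner signal, with a background constant of 54.2 to 68.2 subtracted and a scale factor of 0.763 to 1.22 applied (largest residual 0.0106), and 25.4 to 36.6% of its values lay below 0. Median scanner signal per array was 61.0 to 76.0, and 13894 to 14905 probes per array (30.7 to 32.9%) had a detection p-value under 0.01. The number of arrays limits the precision of every comparison.

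The scanner-level intensity was processed in R 4.3.3 with limma 3.58.1. The neqc function corrected background by the normal-exponential model, with its parameters taken from the detection p-values, added an offset of 16, applied quantile normalization and took log2. Probes with a detection p-value under 0.01 on at least 4 of the 16 arrays were tested, which left 15356 probes. The reference table paired 34885 probes with 1 gene symbol and 18 with several, and 10378 probes were not named. Of the tested probes 13261 carried 1 symbol, for 8707 genes, and 2095 unnamed probes entered the probe counts only. The probe with the highest mean over all arrays stood for a gene. A gene with a detection p-value of 0.01 or more on every array of a group is given as a lower bound, with that group set at the lowest signal called detected on each array.

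The limma functions lmFit and eBayes were run once on all 16 arrays with 3 group means, two-sided, with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. The comparisons were Prdm4 null against wild-type, Prdm4-EGFP against wild-type and Prdm4-EGFP against Prdm4 null. A further contrast, the sum of both responses against wild-type, asked where the responses were not equal and opposite. Rose, fell and called refer to that threshold. Errors are the SE of a log2 fold or the SD between arrays. For Prdm4 an exact two-sided permutation test was added. Gene lists, written before the files were opened, were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, over the 22 lists that had at least 5 tested genes. The same test was run over the 20 chromosomes. The correlation of both responses across genes was set against 100 simulations of unchanged groups that share their controls, and against 20 assignments of the wild-type arrays to separate control sets. Genes are not independent replicates, so it has no p.

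Named genes followed a rule written before the files were opened. It took 10 genes named in the study, then per comparison the 10 largest rises and 10 largest falls in fitted log2 level among called genes with a settled symbol whose arrays did not overlap between groups, and up to 4 members with the smallest p of each list discussed. Of these first 10 genes, 1 is not reported here. Which lists are discussed with named members was settled after their values were seen. Chromosomes and the order of genes came from a RefSeq gene table of assembly GRCm38.p6, matched by gene ID for 8697 of the 8707 genes. The build of the array annotation is not given, so no coordinates are used. After the chromosome medians were seen, each chromosome was scanned for runs of at least 10 neighbouring genes that were shifted together, with scores limited to 4 and the threshold set by 200 permutations of gene order at a level of 0.05. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 served for the scan and the figures.

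The labels give no date, slide or passage. The reported fit, set down before the files were opened, has 3 group means and does not use the numbers as pairs. Arrays that share a number in different groups had a mean correlation of 0.103 over 14 pairs (-0.0648 to 0.258, 7 of them above 0.1), against -0.0203 over 70 pairs with different numbers and 0.0423 over the 30 of these in the same set of numbers described next, and 5 of 16 arrays matched their own number best. Whether the numbers mark pairs is not settled by this, and a block by replicate number is given as an alternative. Among 24103 probes that were dim on every array, arrays numbered 1 and 2 resembled one another across groups (mean correlation 0.0346 over 12 pairs) and differed from those numbered 3 and above (mean correlation -0.143 over 40 pairs). Every group had arrays in both sets. This set was therefore also fitted as a block, and each set was fitted alone.

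The steps were tested on simulated data with the group sizes and spread of these arrays and 15356 probes. With 100 probes changed at each size, Prdm4 null against wild-type recovered 83% of 1.5-fold and 99% of 2-fold changes, with 2.15% of calls false. Prdm4-EGFP against wild-type recovered 87% and 100%, with 3.11% false. The simulated noise was drawn independently for each probe and array, without the shared shifts of genes and arrays given below. These shares of false calls may therefore not carry over to the real arrays. A raised list was called along with 1 other list, and a lowered chromosome was called with 0 others. The scan found 50 of 50 simulated runs of 40 genes lowered by 0.5, and found a run in 5 of 50 simulations (10%) that held none. Alternatives covered the normalization, the detection filter, the threshold, array weights, a trended and robust prior, the choice of probe, the list test, fits of only the compared groups, blocks, leaving out each array in turn, leaving out chromosomes 1 and 14, and leaving out wild-type arrays 1, 5 and 6. A value that stayed on its side of the threshold under an alternative counts as kept. A block by slide was not run, since the files do not give the slide.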

Results

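Gene expression was measured in mouse embryonic stem cells, which are cultured pluripotent cells of the early embryo. The 16 arrays came, by the deposited design, from 6 wild-type, 4 Prdm4 null and 6 stably transfected Prdm4-EGFP clones. The null genotype is a deletion of the zinc finger domain on both alleles, from which the study reports a truncated transcript. The labels do not say whether the clones of a group arose separately. All 4 null arrays shared the shifts of chromosomes 1 and 14 given below. Errors and p-values here measure spread between arrays, which may be narrower than that between separately made clones. Prdm4 is a zinc finger protein of the PRDM family of transcription regulators, and Prdm4-EGFP is its fusion to a green fluorescent protein. Of 45281 probes, 13894 to 14905 per array were above background. Of the variance between arrays, 52.2% lay on a component that set the null arrays (36.2 to 42.1) apart from all others (-18.3 to -8.81). The next component held 13.1% and set wild-type arrays 1, 5 and 6 (17.1 to 31.8) apart from wild-type arrays 2, 3 and 4 (-6.46 to 2.32).

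Both probes for Prdm4 were lower in the null clones. The brighter probe fell from 10.30 ± 0.08 (SD, n = 6) in wild-type to 9.67 ± 0.07 (SD, n = 4), a log2 change of -0.63 (SE 0.07, adjusted p = 6.0e-07). The dimmer probe, at 7.23 ± 0.17 in wild-type, was below background on all 4 null arrays and at least 3.19-fold lower (adjusted p = 1.2e-12). Its lowest detection p-value in null was 0.172. An exact two-sided permutation test gave p = 0.0048 for each probe, the smallest this design can give. On the arrays labelled Prdm4-EGFP neither probe passed the test. The brighter stood at 10.25 ± 0.09 (SD, n = 6), a log2 difference of -0.05 from wild-type (adjusted p = 0.717), and the dimmer at 7.22 ± 0.14, a difference of -0.01 (adjusted p = 0.984). The position of the probes on the transcript is not given, so whether either can read the transgene is not known. The dimmer probe, lost in null, would read it if it lies in the deleted coding stretch, which the full-length transgene holds, and it did not rise. With the positions unknown, these probes could not check the label. The study reports that it selected its Prdm4-EGFP clones for EGFP with flow cytometry and Western blotting.

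**Figure D1:**
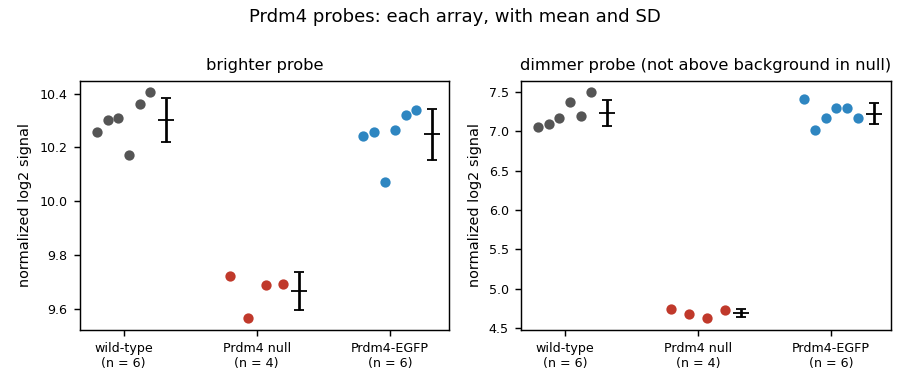
Normalized log2 signal of both Prdm4 probes on every array (points), with the mean and SD of each group (bars), for 6 wild-type, 4 Prdm4 null and 6 Prdm4-EGFP arrays. The null arrays lie below all others on both probes, and the dimmer probe was not above background there.

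The comparison of null with wild-type clones asks what stem cells express without the zinc finger domain of Prdm4. Slc40a1, the iron exporter ferroportin, rose most, by 3.92 on the log2 scale (SE 0.17), from 5.64 ± 0.26 (SD, n = 6, with 4 of 6 arrays detected) to 9.56 ± 0.09 (SD, n = 4). It lies on chromosome 1, where most genes fell. Fgfr2, a fibroblast growth factor receptor, rose by 2.55 (SE 0.20), Dusp4, a phosphatase that inactivates Erk, by 2.41 (SE 0.12), and Gadd45g, a stress and growth arrest protein, by 2.55 (SE 0.18), from 7.08 ± 0.18 (SD) to 9.62 ± 0.07 (SD). Otx2, a homeobox factor of the epiblast and forebrain, located on chromosome 14, rose by 2.41 (SE 0.25). The deepest falls were those of Arhgdib, with a log2 change of -3.57 (SE 0.14), and of the heme-binding protein Hebp1, with -3.49 (SE 0.18) and 3 of 4 null arrays detected.

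The other large rises were Efhc2, by 3.03 (SE 0.32) with 2 of 6 wild-type arrays detected, the lysophosphatidic acid receptor Lpar4, by 2.21 (SE 0.13), and 3 genes below background on every wild-type array. Those were Trim36, a ubiquitin ligase, at least 4.23-fold higher, Ube2cbp, at least 4.89-fold higher, and the secreted protease Adamts9, at least 2.41-fold higher. The other large falls were Myl4, a myosin light chain (-2.97), Tgfbi, a matrix protein induced by TGF-beta (-2.68), the imprinted gene Mest (-2.38, with 3 of 4 null arrays detected), Neurog3, a factor of endocrine progenitors (-2.35), Gpatch4 (-2.30) and the keratin Krt17 (-2.15), with SE 0.11 to 0.19. The homeobox gene Nkx6-3 was at least 5.36-fold lower and Nab1, a corepressor on chromosome 1, at least 2.44-fold lower, both below background on every null array.

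Genes of the primed epiblast, the state that stem cells enter as they leave naive pluripotency, rose together. Of 12 tested members 10 rose and 0 fell, and 11 rose when adjusted over the list alone (list adjusted p = 3.5e-06, adjusted p = 0.0097 with an estimated correlation). Pou3f1, a POU factor, rose by 2.03 (SE 0.15) and the tight junction gene Cldn6 by 1.55 (SE 0.13). Fgf5, a growth factor of the primed epiblast, was at least 1.25-fold higher and the kinase gene Pim2 at least 2.22-fold higher, both below background on every wild-type array. The rest were Car14, Dnmt3b, Nodal, Otx2, Sall2 and Sox4, of which Otx2 and Sall2 lie on chromosome 14. Car14 and Sox4 were also called higher in Prdm4-EGFP against wild-type, and neither was called between Prdm4-EGFP and null.

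Of 16 tested genes of the p53 and apoptosis list 12 rose and 1 fell, the same counts when adjusted over the list alone (list adjusted p = 4.5e-05, adjusted p = 0.181 with an estimated correlation). Bcl2l11, which encodes the death-promoting protein Bim, rose by 0.93 (SE 0.08), Ccng1, a cyclin induced by p53, by 0.71 (SE 0.06), Gtse1 by 0.53 (SE 0.06) and the stress sensor Sesn2 by 1.01 (SE 0.12). Pmaip1, a death-promoting p53 target, fell, and Atm, Cdkn1a and Phlda3 were not called. Of 12 genes of the FGF and Erk pathway 8 rose and 3 fell, also when adjusted over the list alone (list adjusted p = 0.0032, adjusted p = 0.181 with an estimated correlation). Egr1, an immediate early gene of Erk signalling, rose by 1.55 (SE 0.10), alongside Dusp4, Fgfr2 and Fgf5. The 3 that fell were Etv4, Fgf4 and the Erk inhibitor Spred1.

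The pluripotency network moved in both directions, and as a list it was not called (adjusted p = 0.149). Of its 26 tested genes 5 rose and 10 fell, the same when adjusted over the list alone. Tfcp2l1 and Tbx3, factors of the naive state, changed by -1.34 each (SE 0.08 and SE 0.13), and Prdm14, another PRDM regulator of naive pluripotency, by -0.96 (SE 0.09). Esrrb, Klf4 and Tcl1 also fell, while Sox2, Dppa4, Fbxo15, Gdf3 and Utf1 rose. Of the 26, 5 lie on chromosome 1, Tfcp2l1 and Prdm14 among them, and 1 on chromosome 14.

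Markers of endoderm, 15 tested, included 10 that rose and 2 that fell (list adjusted p = 0.0589, with 10 and 3 adjusted over the list alone). The endocytic receptor Lrp2 rose by 1.89 (SE 0.15), its adaptor Dab2 by 2.00 (SE 0.33) and the lipoprotein gene Apoe by 0.96 (SE 0.14), while the laminin gene Lamc1, on chromosome 1, changed by -0.91 (SE 0.06). Of 10 trophoblast genes 6 rose and 2 fell, also adjusted over the list alone (list adjusted p = 0.103). Tfap2c rose by 1.38 (SE 0.17), the keratin Krt18 by 1.05 (SE 0.14, with 1 of 6 wild-type arrays detected), and the homeobox gene Rhox6 was at least 2.13-fold higher. Of 16 targets and members of the LIF and Stat3 pathway, which maintains mouse stem cells, 2 rose and 9 fell, and of 12 BMP pathway genes 1 rose and 6 fell, with no change in either count when adjusted over the list alone (list adjusted p = 0.0589 for each). Jak1, the kinase below the LIF receptor, rose by 0.83 (SE 0.10), whereas Cish (-0.59, SE 0.09) and Bcl3 (-0.68, SE 0.11) fell. Among BMP genes Tob1 (-0.89, SE 0.08) and the antagonist gene Chrd (-0.76, SE 0.08) fell, and Msx1 was at least 1.23-fold higher, being below background in wild-type.

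Of the genes the study names, some of them chosen on these samples and so not independent evidence, Klf5, Nanog, Bmp4 and Bahcc1 fell and Nodal, Gli3 and Gata6 rose in the null clones. Klf5, a naive pluripotency factor on chromosome 14, changed by -1.10 (SE 0.11, adjusted p = 2.3e-07), Nanog, a core pluripotency factor, by -0.85 (SE 0.09, adjusted p = 4.9e-07), Bmp4, a signalling ligand also on chromosome 14, by -0.96 (SE 0.10), and Bahcc1 by -0.95 (SE 0.10). Nodal, a ligand of the epiblast, rose by 0.58 (SE 0.08), Gli3, an effector of hedgehog signalling, by 0.93 (SE 0.08), and Gata6, a factor of primitive endoderm, by 1.35 (SE 0.32), with 1 of 6 wild-type arrays detected. Pou5f1, which encodes Oct4, differed by -0.17 (SE 0.09, adjusted p = 0.123). It was past the threshold in the deposited value table (-0.38, adjusted p = 0.0033) and with median scaling (-0.32, adjusted p = 0.0079).

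**Figure D2:**
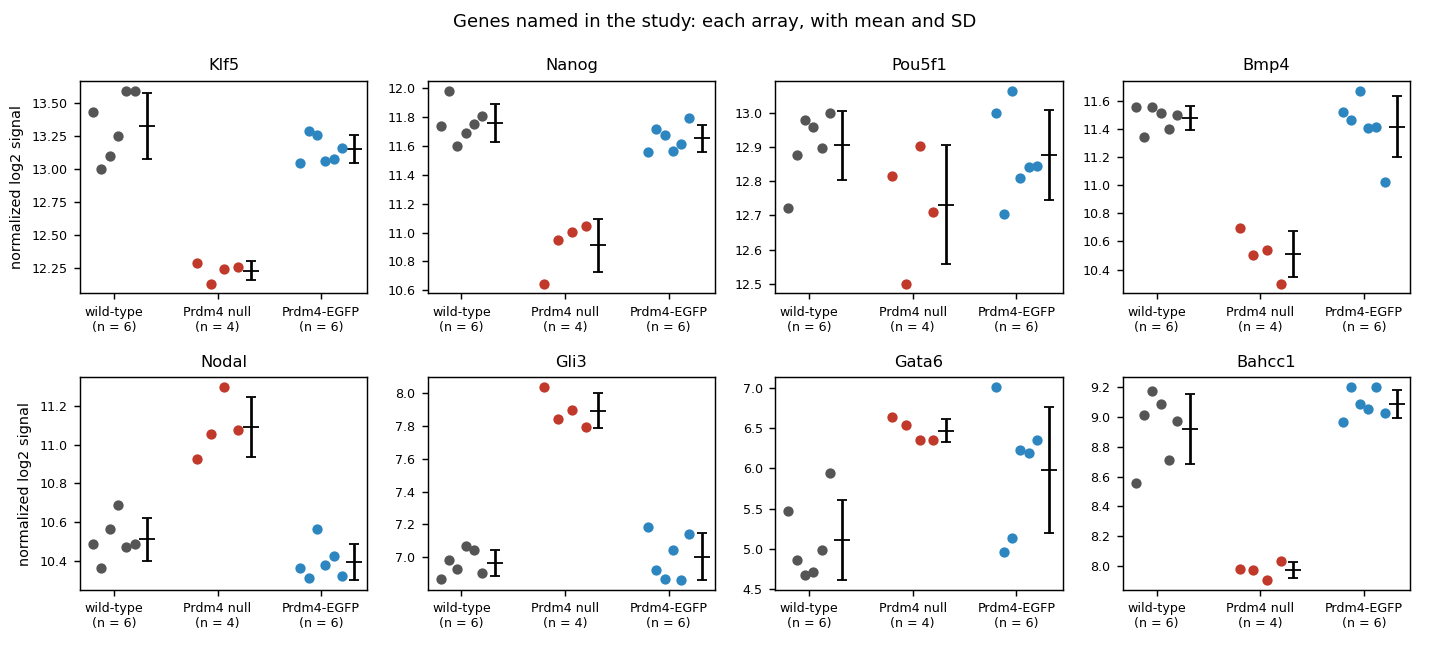
Normalized log2 signal of 8 genes named in the study on every array (points), with the mean and SD of each group (bars), for 6 wild-type, 4 Prdm4 null and 6 Prdm4-EGFP arrays. Klf5 stood at 13.33 ± 0.25 (SD) in wild-type and 12.23 ± 0.07 (SD) in null, and Pou5f1 at 12.91 ± 0.10 (SD) and 12.73 ± 0.17 (SD).

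Across the array 6381 of 15356 probes were called between null and wild-type, 3250 higher and 3131 lower in null (41.6%). By gene 1997 rose and 1849 fell. At an adjusted p under 0.001 the count was 2728, with 1251 higher and 1477 lower. The groups did not overlap on 4543 probes (29.6%, where chance gives 0.952%). Calls made on the deposited value table were higher in null for 36.9% of probes, against 50.9% here. With the set of array numbers as a block 6635 probes were called, of which 6271 were shared in direction, and 2897 and 3942 were called within numbers 1 and 2 and within numbers 3 and above.

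Genes of chromosome 1 fell as a body in the null clones. The median log2 fold of its 426 tested genes lay -0.43 from that of all other genes (0.740-fold, adjusted p = 8.2e-24, adjusted p = 1.1e-06 with an estimated correlation), with 289 genes lower and 22 higher. The other 19 chromosomes lay between -0.03 and 0.08, and none of them was called. Each null array showed the shift, at -0.45, -0.43, -0.43 and -0.40. Within array numbers 1 and 2 the shift was -0.44 and within numbers 3 and above -0.41.

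**Figure D3:**
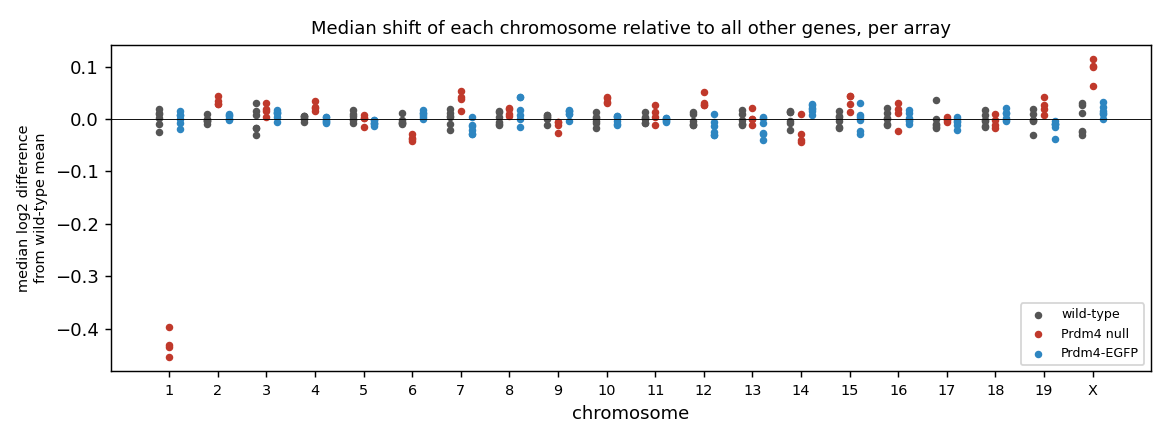
Median log2 difference from the wild-type mean, relative to all other genes, for each chromosome (horizontal axis) and each array (points), for 6 wild-type, 4 Prdm4 null and 6 Prdm4-EGFP arrays. On chromosome 1 the null arrays lie at -0.45 to -0.40, apart from all others.

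With all arrays pooled, a run of 33 neighbouring genes on chromosome 14, from Itm2b to Klf5 in the gene order of GRCm38.p6, was lower in null. The run reached past Klf5 to Ndfip2 on each null array alone (40 genes, -0.99 to -0.87) and to Commd6 within array numbers 1 and 2 (34 genes). The median log2 fold of the 33 was -0.87 (quartiles -1.10 and -0.57), 32 of 33 lay below 0 and 30 were called. The exosome nuclease gene Dis3 (-1.48), Pibf1 (-1.45), the mitotic spindle genes Mzt1 (-1.39) and Bora (-1.37), Serp2 (-1.11), Kbtbd6 (-1.10) and Mtrf1 (-1.10) fell further than Klf5. Farther along, 14 genes from Slitrk5 to Pcca were higher, with a median of 1.04. In array terms the lower run lay at -1.04 to -0.93 in null, at -0.47 to -0.37 in wild-type arrays 1, 5 and 6, and at 0.11 to 0.17 in wild-type arrays 2, 3 and 4, relative to the median of all arrays. Other runs in null were 19 genes of chromosome 6 from Hebp1 to Cmas (-0.59), which include Arhgdib, 60 of chromosome 11 from Igfbp4 to Fam171a2 (-0.18), 10 of chromosome 17 from Lmf1 to Metrn (-0.57) and 68 of the X chromosome from Nudt11 to Rhox9 (0.18). The chromosome 6 run was not found within array numbers 3 and above or on null array 2 alone. The chromosome 11 run was not found within numbers 1 and 2, and of single null arrays only array 4 had it. No null array alone had the chromosome 17 run. The scan and the genes named from it were chosen after the values were seen.

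**Figure D4:**
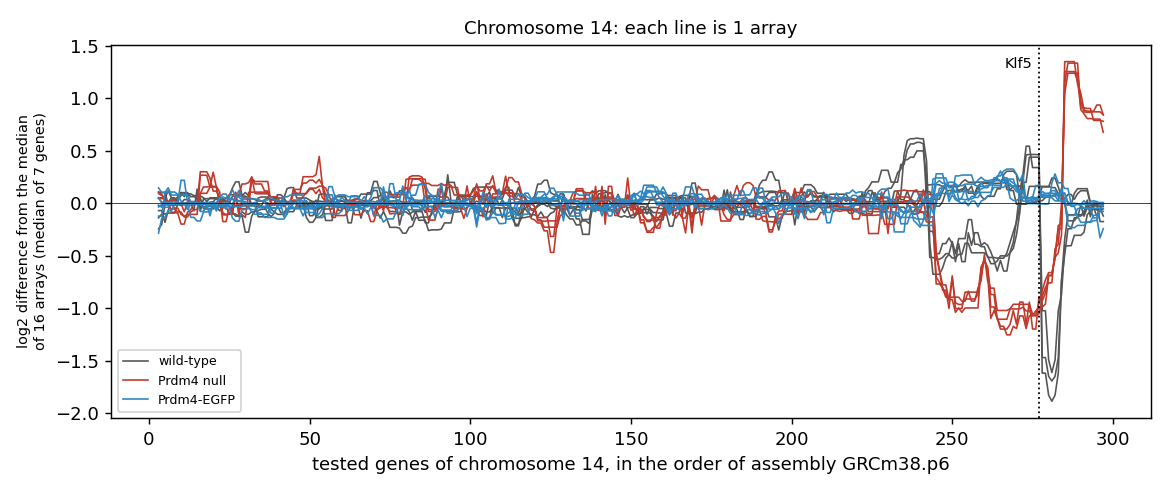
Log2 difference from the median of the 16 arrays along the tested genes of chromosome 14 in gene order (horizontal axis), as a running median of 7 genes. Each line is 1 of 6 wild-type, 4 Prdm4 null or 6 Prdm4-EGFP arrays, and the dotted line marks Klf5. The null arrays drop together from Itm2b to beyond Klf5 and are higher from Slitrk5 on.

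The comparison of Prdm4-EGFP with wild-type clones asks what added Prdm4 changes, although neither Prdm4 probe was higher there. Insl3, a hormone of the relaxin family, rose by 1.52 on the log2 scale (SE 0.11), from 6.71 ± 0.27 (SD, n = 6) to 8.23 ± 0.13 (SD, n = 6). Jak3, a cytokine receptor kinase and its neighbour on chromosome 8, rose by 1.16 (SE 0.14). Wnt3a, a Wnt ligand, rose by 0.88 (SE 0.12), with 2 of 6 wild-type arrays detected. Lefty2, an inhibitor of Nodal signalling located on chromosome 1, changed by -1.49 (SE 0.23), from 11.01 ± 0.39 (SD) to 9.52 ± 0.64 (SD). Ldhc, the lactate dehydrogenase of the testis, was at least 2.39-fold lower, and the Dmrt family gene Dmrtc1c1 at least 2.41-fold lower, both below background on every Prdm4-EGFP array.

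The other large rises were Sh3bgrl (1.07), Pdyn, which encodes an opioid peptide precursor (0.99), each with 4 of 6 wild-type arrays detected, Sapcd1 (0.92), Tmem45b (0.92), the transferrin gene Trf (0.84), the membrane protein gene Emp1 (0.78) and Ly6g6d (0.77), with SE 0.08 to 0.14. The other large falls were Fmr1nb (-1.38, SE 0.32), Wdr20rt (-1.36, SE 0.12), Arhgap30, on chromosome 1 (-1.20, SE 0.13), the homeobox gene Rhox13 (-1.12, SE 0.15), Prrc1 (-1.10, SE 0.11), the melanocyte antigen gene Mlana (-1.08, SE 0.11, with 3 of 6 Prdm4-EGFP arrays detected) and the signalling adaptor Dok2, on chromosome 14 (-0.98, SE 0.15).

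Of 8 tested genes of the germline and of 2-cell-like cells 1 rose, the receptor gene Kit, and 4 fell, with 1 and 6 adjusted over the list alone (list adjusted p = 0.0059, adjusted p = 0.358 with an estimated correlation). Zscan4c and Tcstv3, markers of the 2-cell-like state, changed by -1.76 (SE 0.40) and -1.37 (SE 0.33, with 1 of 6 Prdm4-EGFP and 5 of 6 wild-type arrays detected), the tubulin gene Tuba3a by -0.93 (SE 0.19), and Taf7l, a germ cell subunit of the basal transcription machinery on the X chromosome, by -1.01 (SE 0.17, with 1 of 6 Prdm4-EGFP arrays detected). Of 15 genes of the Nodal and Activin pathway 2 fell, Lefty2 and its relative Lefty1 (-0.86, SE 0.17), both on chromosome 1, with 3 adjusted over the list alone (list adjusted p = 0.300). The Prdm4-EGFP arrays were not uniform for them. Lefty1 and Lefty2 stood at 10.88 and 10.58 on array 3, at 10.28 and 10.02 on array 2, and at 9.56 to 9.88 and 9.02 to 9.26 on the rest. Wild-type arrays lay at 10.62 to 11.06 and 10.60 to 11.46. With wild-type arrays 1, 5 and 6 left out, 3 wild-type arrays remained and the following were not called: Lefty1 (-0.76, SE 0.22, adjusted p = 0.104), Lefty2 (-1.14, SE 0.27, adjusted p = 0.0516), Zscan4c (-1.31, SE 0.49, adjusted p = 0.221), Tcstv3 (-0.73, SE 0.31, adjusted p = 0.299), Tuba3a (-0.78, SE 0.23, adjusted p = 0.112), Fmr1nb (-1.21, SE 0.42, adjusted p = 0.185) and the cyclin gene Ccnd1 (0.23, SE 0.07, adjusted p = 0.0984). Their direction stayed, and the lost calls do not show that these 3 arrays made the differences.

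Of 11 Wnt pathway genes Wnt3a and Ccnd1 (0.30, SE 0.08) rose and 0 fell, with 4 rises adjusted over the list alone. Ccnd1 was not called in 18 of the alternatives, at folds of 0.23 to 0.33 (adjusted p = 0.0517 to 0.0984). Of 10 trophoblast genes the keratin Krt19 fell (-0.96, SE 0.17, with 2 of 6 Prdm4-EGFP arrays detected) and 0 rose, with 3 falls adjusted over the list alone. Of 13 cholesterol synthesis genes 0 were called, with 1 fall adjusted over the list alone, and Mvk, an enzyme of that pathway, stood at -0.25 (SE 0.07, adjusted p = 0.0535) and was called in 6 of the alternatives (adjusted p = 0.0140 to 0.0494). Each of these lists was called, Wnt upward and the others downward (list adjusted p = 0.0262, adjusted p = 0.358 with an estimated correlation for each). Of 12 BMP pathway genes the inhibitor of differentiation Id2 fell (-0.77, SE 0.09), of 16 LIF and Stat3 genes Stat5a fell (-0.85, SE 0.15, with 1 of 6 Prdm4-EGFP arrays detected), and of 12 FGF and Erk genes Egr1 rose (0.72, SE 0.09), with 2 falls, 1 fall and 2 rises adjusted over the list alone and no list called (list adjusted p = 0.316 for each). Stat5a was not called with wild-type arrays 1, 5 and 6 left out, at -0.69 (SE 0.18, adjusted p = 0.0777). None of the genes the study names was called in the reported fit, Gata6 standing at 0.87 (SE 0.29, adjusted p = 0.105; called in 4 of the alternatives, adjusted p = 0.0303 to 0.0497) and Nanog at -0.11 (SE 0.08, adjusted p = 0.528).

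Of 15356 probes 576 were called between Prdm4-EGFP and wild-type, 277 higher and 299 lower (3.75%), and 329 (without wild-type 5) to 777 (without wild-type 2) when each array was left out in turn. By gene 165 rose and 191 fell. At an adjusted p under 0.001 the count of probes was 36, with 18 in each direction, and with a change of at least 1.5-fold 42 were higher and 116 lower. The groups did not overlap on 341 probes (2.22%, where chance gives 0.216%). With wild-type arrays 1, 5 and 6 left out 206 probes were called, of which 135 were among the 576. With the set of array numbers as a block 688 were called, of which 574 were shared, and 4 and 88 were called within numbers 1 and 2 and within numbers 3 and above. No chromosome was shifted as a body (lowest adjusted p = 0.493 with an estimated correlation, largest median 0.03 on X). On chromosome 14 a run of 43 genes from Rb1 to Slitrk5 was higher (0.29) and runs from Piwil2 to Dok2 (11 genes, -0.35) and from Wbp4 to Klf5 (10 genes, -0.18) were lower. Over the genes from Itm2b to Klf5 the Prdm4-EGFP arrays lay at 0.08 to 0.17 and wild-type arrays 2, 3 and 4 at 0.11 to 0.17, so that wild-type arrays 1, 5 and 6, at -0.47 to -0.37, set the difference there, and these 3 arrays also had higher runs that end at Dok2 (0.33, 0.42 and 0.61). Insl3 and Jak3 lay in a run of 10 genes on chromosome 8, from Plvap to B3gnt3 (0.31), and on chromosome 5 a run was lower, from Eif4h to Cpsf4 (117 genes, -0.06).

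Set against the null clones, the Prdm4-EGFP clones had higher Nkx6-3 (at least 7.65-fold), Hebp1 (3.29, SE 0.18), Arhgdib (3.13, SE 0.14), Myl4 (2.97, SE 0.11), Tgfbi (2.86, SE 0.15) and Mest (2.38, SE 0.17). The Ras relative Mras (2.22, SE 0.10), the chromatin remodelling gene Smarcd3 (at least 2.88-fold), Gpatch4 (2.16, SE 0.13) and, on chromosome 1, Nab1 (at least 2.32-fold) were higher too. The largest falls were Slc40a1 (-4.30, SE 0.17, with 2 of 6 Prdm4-EGFP arrays detected), Xlr4a (-4.06, SE 0.77), Fgfr2 (-2.70, SE 0.20), Esrp1, a splicing factor of epithelia (-2.68, SE 0.19), Gadd45g (-2.55, SE 0.18), Dusp4 (-2.53, SE 0.12) and the homeobox gene Rhox9 (-2.48, SE 0.31, with 3 of 6 Prdm4-EGFP arrays detected). Efhc2 was at least 6.50-fold, Ube2cbp at least 4.80-fold and Trim36 at least 4.15-fold lower. Klf5 (0.92, SE 0.11), Bmp4 (0.90, SE 0.10), Nanog (0.74, SE 0.09) and Bahcc1 (1.12, SE 0.10) were higher and Nodal (-0.70, SE 0.08) and Gli3 (-0.89, SE 0.08) lower. Gata6 and Pou5f1 were not called. With the replicate block Gata6 was called lower (-0.65, adjusted p = 0.0474). Pou5f1 was called higher in the deposited value table (0.34, adjusted p = 0.0066) and with median scaling (0.28, adjusted p = 0.0150). Prdm4 was higher on both probes, by 0.58 (SE 0.07) on the brighter and at least 3.18-fold on the dimmer.

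Lists called downward in this comparison were primed epiblast, with 9 of 12 genes lower and 0 higher (adjusted p = 0.00023, adjusted p = 0.0494 with an estimated correlation), p53 and apoptosis, with 12 of 16 lower and 1 higher (adjusted p = 0.00013), trophoblast, with 7 of 10 lower and 0 higher (adjusted p = 0.0107), and FGF and Erk, with 8 of 12 lower and 2 higher (adjusted p = 0.0149). The last 3 had adjusted p = 0.326 with an estimated correlation. Adjusted over the list alone the lower and higher counts were 9 and 0, 13 and 2, 7 and 1, and 8 and 3. Chromosome 1 genes were higher by a median of 0.43 (adjusted p = 3.3e-06 with an estimated correlation). Of 15356 probes 7115 were called, 3522 higher and 3593 lower (46.3%), and 5723 did not overlap (37.3%, where chance gives 0.952%). Calls made on the deposited value table were higher in Prdm4-EGFP for 61.1% of probes, against 49.5% here. With the set of array numbers as a block 7327 were called, of which 7000 were shared, and the sets alone gave 2913 and 4935.

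Whether loss and addition of Prdm4 moved the same genes in opposite directions was asked by setting both responses side by side, gene by gene. The sum of both responses differed from 0 on 3158 probes, 1509 above and 1649 below, where the responses were not equal and opposite. On the deposited value table the sum was above 0 for 35.4% of such probes, against 47.8% here, and the count was 3408 with the set of array numbers as a block, with 472 and 1540 in the sets alone. The correlation of both responses across 8707 genes was 0.02 (jackknife SE 0.09). Groups with no change that share their controls gave 0.45 in simulation, and separate sets of wild-type controls gave a mean of -0.05 (-0.15 to 0.03). The simulated groups held no change, so 0.45 is not a baseline for a null response this large. The covariance was 0.00154, against 0.00511 in the simulation and -0.00525 with separate controls. By gene 3620 were called in null against wild-type only and 130 in Prdm4-EGFP against wild-type only. Such genes can also give a sum other than 0, so the 3158 probes do not single out responses in the same direction. Both comparisons called 226 genes, 47 higher in both, 56 lower in both, 60 higher in null and lower in Prdm4-EGFP, and 63 the reverse. Independent calls would give 37.8, 40.6, 43.8 and 35.04, and with separate controls the median counts were 8.5, 8, 9.5 and 15.5, where independence gives 7.91, 6.03, 6.40 and 7.51. Among list members Egr1, Car14, Sox4 and Lrp2 were called higher in both, and Stat5a, Id2, Tcl1, Krt19 and Tuba3a lower in both. Kit, lower in null, was higher in Prdm4-EGFP, as was Ccnd1 in the reported fit. Taf7l and Aen were higher in null and lower in Prdm4-EGFP.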

Values the study reported

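Comparing wild-type with Prdm4-deficient embryonic stem cells, the study reported 770 transcripts as upregulated and 1,325 as downregulated. Comparing wild-type with cells expressing Prdm4-EGFP it reported 23 as upregulated and 15 as downregulated.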

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

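The tests of array-number sets, of copy number, of Klf5 against its neighbours and of wild-type arrays set against null were chosen only after the results were seen. The tests in the deposited value table were set down before they were run. The chromosome 14 run tested there came, however, from the scan that was added after the chromosome medians were seen. Among the values of the named genes, 15 of 283 groups (5.30%) held 1 array that stood apart from the rest by Dixon's criterion, and chance alone gives about 1 in 20. In wild-type array 1 the Activin receptor gene Acvr1b was at 7.45 (others 7.96) and Ccnd1 at 10.97 (others 11.48). Wild-type array 3 had Gnas at 8.25 (others 7.99). Wild-type array 4 had Dhcr7 at 6.80 (others 7.06) and Trim36 at 4.97 (others 4.62). Null array 2 had Ccng1 at 11.60 (others 11.43). Null array 4 had Chd8 at 10.25 (others 10.41), Nkx6-3 at 5.42 (others 4.73), Slc2a1 at 11.89 (others 12.05) and Xlr4a at 10.51 (others 10.15). Prdm4-EGFP array 1 had Dusp4 at 7.11 (others 6.64) and Ly6g6d at 7.06 (others 6.69). Prdm4-EGFP array 3 had Ascl2 at 5.22 (others 5.85), Gadd45g at 6.16 (others 7.25) and the brighter probe of Prdm4 at 10.07 (others 10.28).

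Genes of chromosome 1 were lower on every null array. The deposited value table, which has neither quantile normalization nor the normal-exponential correction, argues against normalization or background as the cause, since the shift there was -0.47. A difference between sets of array numbers is argued against too, since the smaller shift within the sets was -0.41. A candidate explanation is that the null clones hold fewer copies of the whole chromosome than the other clones, since 100% of the 407 windows of 20 neighbouring genes had a median below -0.1 (-0.65 to -0.20), against at most 20.9% on any other chromosome, 14. Expression gives relative levels only and copy number was not measured, and an effect of Prdm4 loss on these genes stays open, untested, because genotype and clone history go together.

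Klf5 fell in the null clones along with the run of genes beside it on chromosome 14. Normalization or background is argued against by the deposited value table, where the median of the run was -1.02. A change in copy number of the stretch may account for the run, and would lower the same genes on all null arrays. With the ends of the run set on array numbers 1 and 2 alone (34 genes), 33 of them (97.1%) were also lower within array numbers 3 and above. Every null array showed the run, so this outcome shows only that it repeats. It cannot tell a change in copy number from another cause that lowers the stretch on every null array. Whether Klf5 fell beyond its neighbours cannot be told apart from a fall of the stretch as a whole: the other 32 genes had a median of -0.87 and a lower quartile of -1.09, Klf5 at -1.10 lay past that quartile by less than its SE of 0.11, and 7 of the 32 fell further, while against wild-type arrays 2, 3 and 4 alone Klf5 was at -0.89, the median of the others at -1.08, and 24 lay lower than Klf5, and against wild-type arrays 1, 5 and 6 alone Klf5 was at -1.31, the median of the others at -0.49 (lower quartile -0.82), and 4 lay lower. Copy number was not measured, fewer copies in null and more copies elsewhere would look alike here, and a response of Klf5 to the loss of Prdm4 stays open, untested.

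Wild-type arrays 1, 5 and 6 lay apart from wild-type arrays 2, 3 and 4. Each of these sets holds 1 array numbered 1 or 2 and 2 numbered 3 and above, so a difference between the sets of array numbers would not part them in this way. A swap with null clones is argued against, since over 4246 genes called between null and Prdm4-EGFP these arrays lay at most 8.02% of the way to the null mean (wild-type 2, 3 and 4 at -4.76 to 7.59%), and so is mixing with them, which would bring the higher run of the null arrays from Slitrk5 to Pcca (0.87 to 1.01) along with the lower one, whereas these arrays lay at most at -0.0897 there. A change in copy number of part of chromosome 14 in some wild-type cultures may contribute, since a lower run from Rb1 on (to Sugt1, -0.49 in array 5 and -0.51 in array 6, and to Ipo5, -0.40 in array 1, there with a higher run inside it from Wbp4 to Klf5, 0.31) was found in exactly these 3 of the 12 wild-type and Prdm4-EGFP arrays, and arrays 5 and 6 had another from Commd6 to Sox21 (-1.56 and -1.72). No biological explanation was tested, because the design gives no difference among wild-type clones, and with these arrays left out 206 probes were called between Prdm4-EGFP and wild-type, of which 135 were among the 576.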

How the results depend on the processing

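The block and sets of array numbers, the arrays and chromosomes left out as a group and the chromosome alternatives were chosen only after results were seen. All other alternatives were chosen before the data were examined. Both Prdm4 probes stayed lower in null and called against both other groups under every alternative run (-0.73 to -0.59 against wild-type on the brighter), neither was called in Prdm4-EGFP against wild-type under any, chromosome 1 stayed lower in null (-0.47 to -0.34), and no called result reversed. Stricter limits lowered the counts by construction: an adjusted p under 0.001 left 2728 (null against wild-type), 36 (Prdm4-EGFP against wild-type), 3284 (Prdm4-EGFP against null) and 882 (responses not opposite), and a change of at least 1.5-fold left 1894, 158, 2216 and 1932. Fewer arrays gave 2897, 4, 2913 and 472 within array numbers 1 and 2, and 3942, 88 and 1540 (responses not opposite) within numbers 3 and above, where 2 chromosomes in place of 1 were called. The block by replicate number gave 6116, 583, 6882 and 3051. Leaving out chromosomes 1 and 14 gave 4875, 437, 5435 and 2253. Prdm4-EGFP against wild-type moved most: 317 without a detection filter, 319 with only both groups in the fit, 206 without wild-type arrays 1, 5 and 6, and 329 (without wild-type 5) to 777 (without wild-type 2) leaving out each array in turn, with 359 without Prdm4-EGFP 5 and 363 without wild-type 6; the cause was not tested. The other counts ranged over 5450 to 6419, 6171 to 7487 and 2706 to 3174 when each array was left out, and the correlation of responses over -0.01 to 0.08. Of 3 lists called in null, 1 held with an estimated correlation, 5 were called in the deposited value table and 21 by fry, which compares a list with no other genes. Of 4 called in Prdm4-EGFP, 0 held with an estimated correlation, 2 with the mean of the probes, and 2 to 4 when each array was left out (2 without Prdm4-EGFP 4, Prdm4-EGFP 6 or wild-type 1). The endoderm list passed the threshold in null in the deposited value table (adjusted p = 0.0323), with chromosomes 1 and 14 left out (0.0080) and without wild-type arrays 1, 5 and 6 (0.0254). Named genes were followed through 25 settings, which leave out the stricter limits and the sets of array numbers alone. Of those that were called, 1 of 68 in null against wild-type (Gnas, with the mean of its probes, 0.16, adjusted p = 0.140), 8 of 30 in Prdm4-EGFP against wild-type and 0 of 27 in Prdm4-EGFP against null lost the call in at least 1 of these. Ccnd1 lost it in 18 settings (0.23 to 0.33, adjusted p = 0.0517 to 0.0984), among them the deposited value table, the mean of the probes, only both groups in the fit, and every setting with 1 null or 1 Prdm4-EGFP array left out. Tcstv3 lost it in 9 (-1.37 to -0.73, adjusted p = 0.0501 to 0.299), Zscan4c in 3 (-1.76 to -1.31, 0.0527 to 0.221) and Fmr1nb in 3 (-1.38 to -1.21, 0.0514 to 0.185). In Prdm4-EGFP against wild-type Gata6 gained a call with array weights (1.11, adjusted p = 0.0303), the replicate block (0.0412) and without Prdm4-EGFP 2 (0.0405) or 3 (0.0497), and Mvk with array weights (0.0401), the replicate block (0.0272), the set of array numbers as a block (0.0313), the mean of the probes (0.0397) and without Prdm4-EGFP 3 (0.0140) or wild-type 4 (0.0494). Genes below background on every array of a group are given as bounds, and the folds of genes detected on only some arrays of a group are fitted values and less certain.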

Other observations

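No test here was chosen after its result was seen, apart from the lists picked for naming. Imprinted genes moved in both directions in the null clones: of 15 tested 8 rose and 2 fell (list adjusted p = 0.226). The growth factor Igf2 rose by 1.94 on the log2 scale (SE 0.15), Peg3 by 1.18 (SE 0.12) and Gnas by 0.51 (SE 0.07; 0.16 and not called with the mean of its probes, adjusted p = 0.140), while Mest fell. Neural genes split as well, with 5 of 15 up and 7 down (0.294). The homeobox gene En1, on chromosome 1, was at least 2.48-fold higher, being below background in wild-type, whereas the surface protein Thy1 changed by -1.79 (SE 0.11), the microtubule protein gene Mapt by -1.44 (SE 0.11) and Hes1, an effector of Notch signalling, by -1.04 (SE 0.08).

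Of 14 genes of glycolysis and hypoxia 0 rose and 7 fell in null (list adjusted p = 0.147), among them the glucose transporter Slc2a1 (-0.47, SE 0.07), the angiogenic factor Vegfa (-0.79, SE 0.17), Pdk1 (-0.33, SE 0.08) and the lactate dehydrogenase Ldha (-0.24, SE 0.06). Of 16 epigenetic regulators 8 rose and 2 fell (0.155). The 5-methylcytosine oxidase Tet1 rose by 0.71 (SE 0.09), the DNA methyltransferase Dnmt3b by 0.47 (SE 0.08), the chromatin remodeller Chd8, on chromosome 14, by 0.60 (SE 0.09) and the histone demethylase Kdm6a, on the X chromosome, by 0.36 (SE 0.07). Adjusted over the list alone the rises and falls were 8 and 2 for imprinted genes, 5 and 7 for neural genes, 1 and 8 for glycolysis and hypoxia, and 8 and 2 for epigenetic regulators.

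The other lists were not called in null against wild-type. Rises and falls were 5 and 1 of 7 interferon genes (adjusted p = 0.149), 2 and 6 of 19 cell cycle genes (0.155), 1 and 4 of 12 genes of the Prdm family and its partners (0.155), 2 and 6 of 16 heat shock and ER stress genes (0.160), and 3 and 6 of 13 metallothionein and oxidative stress genes (0.274). They were 2 and 3 of 13 cholesterol genes (0.314), 1 and 3 of 8 germline and 2-cell-like genes (0.314), 6 and 3 of 15 Nodal and Activin genes (0.586), 3 and 3 of 11 Wnt genes (0.586), and 2 and 2 of 7 markers of fibroblasts and feeder cells (0.609). Adjusted over the list alone they were 5 and 1, 3 and 7, 1 and 4, 2 and 6, 3 and 7, 2 and 3, 1 and 3, 6 and 3, 3 and 3, and 2 and 2. The primitive streak list had 4 tested genes and was not tested. In Prdm4-EGFP against wild-type the other 14 lists had an adjusted p of 0.316 to 0.811.

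Other splits of the arrays into groups of the same sizes were made, 100 drawn for each comparison with the real one among them. They asked whether chance in how these arrays are grouped can be excluded, which does not cover chance differences between separately made clones. It can for the probes called in null against wild-type (1 of 100 splits gave as many, real 6381, highest other 3499), in Prdm4-EGFP against wild-type (1 of 100, 576, highest other 6) and in Prdm4-EGFP against null (1 of 100, 7115, highest other 2194). It can also for the largest chromosome shift in null, of size 0.43 (1 of 100, highest other 0.30). Where the responses were not opposite, all 16 arrays were reassigned (1 of 100, 3158, highest other 5). That also removes the difference of the null arrays from the others. This outcome therefore cannot decide whether chance explains responses that are not opposite. Chance cannot be excluded for the number of lists called in null (13 of 100, real 3, highest other 5) or in Prdm4-EGFP (5 of 100, real 4, highest other 6), nor for the largest chromosome shift in Prdm4-EGFP, 0.0272 (8 of 100, highest other 0.0317). The splits that gave as many lists kept part of the real grouping, with 3 or 4 of the 4 null arrays together, or 4 of the 6 Prdm4-EGFP arrays. Splits that parted the null arrays evenly (40) gave at most 2 lists and those that parted the Prdm4-EGFP arrays evenly (31) at most 3, so the count of splits for lists is not a measure of chance alone.

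At an adjusted p under 0.001, 2728 probes were called between null and wild-type, 1251 higher and 1477 lower in null, and 36 between Prdm4-EGFP and wild-type. The study reports fewer in all for null and slightly more for Prdm4-EGFP. The study used another test, the Illumina custom error model after rank-invariant normalization, at a p-value under 0.001. The counts thus differ in method as well, and the source of their difference was not tested. It describes its genes as up- or downregulated in the null cells, Nodal, Gli3 and Gata6 among the upregulated. On that reading the excess here is largest among the higher probes. The share of higher calls depends on the normalization, with 50.9% here at the threshold of 0.05 and 36.9% on the deposited value table.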
